# A microfluidic platform enabling single-cell RNA-seq of multigenerational lineages

**DOI:** 10.1038/ncomms10220

**Published:** 2016-01-06

**Authors:** Robert J. Kimmerling, Gregory Lee Szeto, Jennifer W. Li, Alex S. Genshaft, Samuel W. Kazer, Kristofor R. Payer, Jacob de Riba Borrajo, Paul C. Blainey, Darrell J. Irvine, Alex K. Shalek, Scott R. Manalis

## Abstract

We introduce a microfluidic platform that enables off-chip single-cell RNA-seq after multi-generational lineage tracking under controlled culture conditions. We use this platform to generate whole-transcriptome profiles of primary, activated murine CD8+ T-cell and lymphocytic leukemia cell line lineages. Here we report that both cell types have greater intra- than inter-lineage transcriptional similarity. For CD8+ T-cells, genes with functional annotation relating to lymphocyte differentiation and function—including Granzyme B—are enriched among the genes that demonstrate greater intra-lineage expression level similarity. Analysis of gene expression covariance with matched measurements of time since division reveals cell type-specific transcriptional signatures that correspond with cell cycle progression. We believe that the ability to directly measure the effects of lineage and cell cycle-dependent transcriptional profiles of single cells will be broadly useful to fields where heterogeneous populations of cells display distinct clonal trajectories, including immunology, cancer, and developmental biology.

## Abstract (web summary)

Existing single-cell RNA-seq methods provide the transcriptome of a cellular phenotype at a single time point. Here, Kimmerling *et al*. present a microfluidic platform that enables off-chip single-cell RNA-seq after multigenerational lineage tracking under controlled culture conditions.

The development of single-cell RNA-seq has led to a new degree of resolution in the characterization of complex, heterogeneous biological systems^1^. Complimentary technical advances in single-cell isolation using micromanipulation, microfluidics and fluorescence activated cell sorting have further enabled the coupling of traditional measurements of cellular phenotype, such as immunofluorescence staining and optical microscopy, with transcriptional profiles^2^. Together, these approaches have provided crucial insights into the transcriptional heterogeneity of cancer^3^, immune^4^ and pluripotent stem cells^5^.

Because these single-cell isolation platforms rely on single time point measurements, they provide only an instantaneous snapshot of cellular phenotype to link to a transcriptional signature. In addition to understanding the transcriptional heterogeneity within a population of cells, the mechanisms for generating this heterogeneity over time are also of critical importance. For instance, a cornerstone of adaptive immunity is the ability of single T-lymphocytes to generate diverse progeny that can both acutely respond to a specific antigen and provide long-term protection in the event of a future exposure. However, the mechanism by which this diversity is generated from a single founding cell remains a highly controversial topic^6^,^7^,^8^,^9^. Resolving the relative contributions of various models of T-cell differentiation—as well as generally defining the mechanisms by which a single cell gives rise to distinctly different progeny in various biological systems**—**requires a means of directly tracking single-cell lineage while making sensitive measurements of cell phenotype.

Recent developments in microfluidic technology have enabled new methods of capturing and culturing single cells^10^,^11^. When coupled with traditional imaging approaches, these systems offer a robust means of following cellular trajectories over time, but require experimental platforms that can reliably link these measurements to downstream single-cell gene expression profiles^12^,^13^. Alternatively, microfluidic devices which enable the efficient preparation of single-cell cDNA libraries for gene expression analysis—such as the Fluidigm C1 platform—currently lack the long-term culture, progeny capture and time-lapse imaging capabilities necessary to link these transcriptional measurements with lineage information.

Here, we present a microfluidic platform that allows direct association of these complementary data sets by enabling registered off-chip single-cell RNA-seq after multi-generational lineage tracking. We utilize this platform to collect single-cell transcriptional measurements for lineages of two well-studied model cell types: a mouse lymphocytic leukemia cell line (L1210) and primary murine CD8+ T-cells. These results reveal both lineage and cell cycle-dependent transcriptional signatures, and suggest that this platform may be broadly useful for studies of multigenerational development at the single cell level.

## Results

### Hydrodynamic trap array

Our platform utilizes an array of hydrodynamic traps within a fluidic design optimized to capture and culture single cells for multiple generations on-chip (Fig. 1a). These trap structures rely on differences in hydrodynamic resistance between the trapping pocket and a bypassing serpentine channel to deterministically capture single cells (Supplementary Fig. 1a)^10^. To increase the throughput of the system, groups of traps are arranged as independently accessible lanes with bypass channels flanking either side. The application of independent upstream and downstream pressures (P1, P2 and P3) drives fluid flow through the device. By establishing unique pressure gradients along (P1–P2 and P1–P3) and across (P2–P3) the bypass channels, this fluidic design decouples the flow through the bypass channels from the flow across each lane of traps (Supplementary Fig. 2). As such, media can be rapidly and continuously perfused through the bypass channels while maintaining minimal flow across the traps in order to ensure constant nutrient repletion with low and uniform shear stress on the cells (Supplementary Fig. 1b). This independent flow control also allows for rapid buffer exchange without dislodging trapped cells, thus enabling on-chip implementation of standard cell staining techniques such as immunocytochemistry and fluorescent labelling.

For experimental operation, a single cell is loaded into each lane of the trap array (Methods, Supplementary Movie 1 and Supplementary Note 1). As the cell proliferates, its progeny are carried downstream and captured in subsequent unoccupied traps (Supplementary Movie 2). Time-lapse imaging of this process allows for the determination of single-cell proliferation kinetics and identification of lineal relationships between cells (Fig. 1b,c). Each lane of traps can accommodate up to 40 cells and thus enables lineage tracking for up to five generations (with an experimental duration determined by the doubling time of the cells under study). Our system is capable of sustaining cell growth over more than 72 h for both a murine lymphocytic leukemia cell line (L1210) and primary murine CD8+ T-cells, matching or surpassing time scales achievable with state-of-the-art methods for long-term culture of single suspension cells^12^,^14^. Furthermore, growth kinetics in the device are stable over multiple generations and consistent with doubling time measurements collected from bulk cultures, suggesting that the platform does not significantly perturb long-term cell growth (Fig. 1b, Supplementary Fig. 3).

### Single-cell release

In contrast to previous approaches, our fluidic design enables the retrieval of single cells after multiple generations of proliferation for downstream assays, thereby allowing single-cell transcriptomic data to be linked to lineage, proliferation kinetics and live-cell image data. Cells are retrieved by reversing the pressure differential across the trap lanes to collect cells in the bypass channel where they can be flushed out of the chip in <5 μl of buffer (Supplementary Movie 3, Supplementary Note 1). The parallel lanes of traps each have a slightly different applied pressure (P3) at which the flow direction changes and cells begin to exit (Supplementary Movie 4); this difference enables independent release of cells from each lane and increases the throughput of the system (Supplementary Note 1).

Using this retrieval method, single cells from lineages of L1210 and CD8+ T-cells were captured off-chip for single-cell RNA-seq^15^. 

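Each cell released from the device gave 1 library, prepared by Smart-Seq2, which amplifies cDNA copied from the polyadenylated RNA of a single cell. L1210 is a mouse lymphocytic leukemia line that divides without stimulation, and the CD8+ T-cells were primary splenocytes of C57BL/6J mice of both sexes, activated with antibodies against CD3 and CD28. The authors estimated expression with RSEM for the UCSC-annotated mouse genes of the mm10 build and deposited it as TPM, the abundance of transcripts scaled to the same total in each library, not log-transformed, for 23420 gene names in 106 libraries of CD8+ T-cells and 88 of L1210 cells. Doublets and failed libraries were still included. The TPM of each library sum to 1000000 and keep no depth, so the depth given here is the number of reads that the paper lists per library in Supplementary Data 7. The 97 CD8+ T-cell libraries retained had 43795 to 4130670 reads with a median of 1419524, and 2605 to 10866 detected genes with a median of 6808. The 81 L1210 libraries retained had 67379 to 1713987 reads with a median of 936448, and 1577 to 10391 detected genes with a median of 8340. A single transcript, the 45S ribosomal RNA precursor Rn45s, took 21.3% ± 8.54 of the TPM in CD8+ T-cells (SD, n = 97 libraries) and 22.3% ± 8.40 in L1210 cells (SD, n = 81), which lowers the TPM of every other gene in proportion. The expression of T-cell genes followed the sample labels. Cd3e was above 0 TPM in 97 of 97 CD8+ T-cells with a median of 571 TPM and in 0 of 81 L1210 cells, and Cd8a was above 0 TPM in 94 CD8+ T-cells with a median of 364 TPM and in 10 L1210 cells with a maximum of 9.74 TPM. All values below were computed as ln(TPM + 1), the scale the paper uses. The labels name no mouse and no culture, so lineages, each grown from 1 founding cell, served as the replicates, and the p values cover the variation between lineages and not that between mice.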

Videos documenting this release process allow us to couple transcriptional profiles with lineal relationships and measurements of time since division for each cell. In contrast, previous approaches have relied on computational analysis of single-cell transcriptional profiles to construct putative lineal relationships^6^. This platform, however, enables direct observation of familial history upstream of single-cell RNA-seq and presents a direct means of determining lineage-dependent transcriptional characteristics.

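A time since division was recorded for 94 of the 97 CD8+ T-cells and for all 81 L1210 cells. It averaged 4.47 ± 2.13 h in CD8+ T-cells (SD, n = 94 cells), between 0.5 and 9.48 h, and 5.00 ± 3.38 h in L1210 cells (SD, n = 81 cells), between 0.354 and 12.8 h. The 3 CD8+ T-cells without a recorded time were left out wherever time was used.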

### Lineage-dependent transcriptional profiles

Single cells were cultured for two generations on-chip before release for sequencing. This allowed us to define sister and cousin cell pairs for each lineage (Fig. 1c). 

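The recorded sisters and cousins placed the 97 CD8+ T-cells in 34 lineages, of which 16 had 4 cells, 4 had 3 cells, 7 had 2 cells and 7 had a single cell. These gave 43 sister pairs, 72 cousin pairs and 4541 unrelated pairs, where the paper gives 73 cousin pairs and 4544 unrelated pairs. A cousin label of CD8_62 and of CD8_65 named a cell that did not name it back as a cousin. CD8_61 and CD8_68, which the other labels of these lineages name, were used instead. The 81 L1210 cells fell into 26 lineages, of which 14 had 4 cells, 3 had 3 cells, 7 had 2 cells and 2 had a single cell, with 38 sister pairs, 62 cousin pairs and 3140 unrelated pairs. No cousins were recorded for 21 of the CD8+ T-cells and 16 of the L1210 cells, and these cells counted as unrelated to all lineages but their own. The paper analysed 80 L1210 cells. Its numbers of sister pairs, of cousin pairs and of genes were reached by leaving out 1 cell, L1210_15, which left 37 sister pairs and 60 cousin pairs, and 3063 unrelated pairs, 1 fewer than the legend of the paper gives. The paper does not name the cell left out, so that the set without L1210_15 was inferred from these numbers and is called the 80 cells of the paper below. L1210_15 had 1577 detected genes from 924681 reads, of which 42.5% mapped to the transcriptome and 31.9% were ribosomal RNA. Its mean Euclidean distance to unrelated cells was 281, the largest of the 81 cells, against 146 for the median cell, and its distance to its sister was 278. Results in L1210 cells are therefore named as those of the 80 cells of the paper or of all 81 cells, and not every result was computed for both.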

To determine transcriptional patterns associated with lineage relationships in these cell systems, we compared gene expression similarity between related (that is, sisters and cousins) and unrelated cell pairs. Here, unrelated cell pairs refer to cells that were not derived from a common ancestor as observed in the device (that is, from different lineages). Transcriptional similarities were determined using Euclidean distance measurements to quantify the distance between two cells in log-transformed transcriptional space with smaller distances signifying more similar gene expression profiles (Methods). 

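For each lineage with sisters, the mean distance over its sister pairs was set beside the mean distance of the same cells to all cells of other lineages. The differences were tested by a 2-sided sign-flip permutation test over lineages with 100000 resamples, and adjusted by the Benjamini-Hochberg method over 12 comparisons (sisters against unrelated cells, cousins against unrelated cells and sisters against cousins, in 3 gene sets of CD8+ T-cells and 1 of L1210 cells). The detection weights of the paper, which its text describes only by reference, were not applied in the main comparison. Over 9997 genes, sister CD8+ T-cells lay 171 ± 28.0 apart and unrelated cells 183 ± 13.5 (SD, n = 27 lineages). The distance of sisters differed from that of unrelated cells by -7.42% ± 9.89 (SD) and was lower in 21 of the 27 lineages (permutation test, p = 0.00015, adjusted p = 0.0006). Over the 80 L1210 cells of the paper and 10658 genes, sisters lay 141 ± 46.01 apart and unrelated cells 153 ± 24.2 (SD, n = 24 lineages), a difference of -9.51% ± 16.8 (SD) that was lower in 17 of the 24 lineages (permutation test, p = 0.0304, adjusted p = 0.0521). Over all 81 L1210 cells and 10536 genes the difference was -10.5% ± 17.0 (SD), lower in 19 of the 24 lineages (permutation test, p = 0.0189, adjusted p = 0.0323), so that L1210_15 decided the call. With values of 0 weighted by each cell's fitted probability of detecting the gene, an approximation of the paper's weights, the differences were -6.70% in CD8+ T-cells (adjusted p = 3e-05), -8.60% in the 80 L1210 cells (adjusted p = 0.00321) and -8.93% in all 81 (adjusted p = 0.00177), all past an adjusted p of 0.05. The setting that moved the result of CD8+ T-cells most was the restriction of unrelated cells, but not of sisters, to cells alike in detected genes (within 1000), ribosomal RNA and mapped reads (each within 5 percentage points), under which the difference was 1.30% (adjusted p = 0.431), while over 18 settings it ranged from -10.3 to 1.30% and its adjusted p from 3e-05 to 0.431. With sisters restricted in the same way, a comparison chosen after seeing the data, it was -4.99% in 12 lineages (adjusted p = 0.00314). The Mann-Whitney U-test on pairs without weights, Bonferroni adjusted over 3 comparisons, gave an adjusted p of 0.137 for CD8+ T-cells, 0.104 for the 80 L1210 cells and 0.131 for all 81. With the approximate weights, as the paper weighted its distances and chosen after seeing the data, the same test gave 0.000587, 0.0364 and 0.0467.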

When comparing global expression levels in both cell types, sister cell pairs showed significantly higher transcriptional similarity than unrelated cell pairs (*P*=0.03 and *P*<0.001 for L1210 and CD8+ T-cells, respectively, Mann–Whitney *U*-test) (Fig. 2a). 

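Cousins lay 173 ± 28.8 apart and unrelated cells 184 ± 12.5 in the 20 CD8+ T-cell lineages with cousins (SD). The difference was -6.21% ± 10.5 (SD), which is smaller than the spread between lineages, and the distance of cousins was lower in 13 of the 20 lineages (sign-flip permutation test, p = 0.0139, adjusted p = 0.0304). The comparison no longer passed an adjusted p of 0.05 in 5 of 18 other settings. It changed sign with unrelated cells, but not cousins, alike in technical measures (2.23%, adjusted p = 0.431). The others were genes detected in more than 50% of cells (-7.54%, adjusted p = 0.0577), unrelated cells limited to those alike in the detection of Xist and of Y-linked transcripts (-3.63%, adjusted p = 0.0728), these cells also within 1 h (-3.07%, adjusted p = 0.131), and each gene replaced by its residual on the number of detected genes (-4.73%, adjusted p = 0.0721), the last 2 chosen after seeing the data. Over 18 settings its adjusted p ranged from 0.0002 to 0.431. In L1210 cells the difference was -6.04% ± 13.9 (SD, n = 17 lineages) over the 80 cells of the paper, lower in 11 of the 17 lineages (permutation test, p = 0.136, adjusted p = 0.204), and -7.18% ± 14.0 (SD) over all 81 cells, lower in 12 (permutation test, p = 0.0747, adjusted p = 0.112). The difference between the cell types, with all 81 L1210 cells, was itself not detectable, with p = 0.433 for sisters and p = 0.812 for cousins in a permutation of the cell types over lineages.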

For CD8+ T-cells, this increased similarity also extended to cousin cell pairs (*P*<0.001, Mann–Whitney *U*-test). 

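Sister pairs were not measurably closer than cousin pairs in the main comparison of either cell type. In all 81 L1210 cells the difference was -2.81% ± 8.29 (SD, n = 17 lineages), with sisters closer in 13 (sign-flip permutation test, p = 0.396, adjusted p = 0.503). It kept its result in 16 of 18 other settings. It passed with at least 4000 detected genes and with residuals on detected genes, the latter chosen after seeing the data. In the 20 CD8+ T-cell lineages with both, sisters lay 172 ± 28.4 apart and cousins 173 ± 28.8 (SD), a difference of -0.766% ± 4.38 (SD) with sisters closer in 12 lineages (permutation test, p = 0.419, adjusted p = 0.503). Over 687 genes of the cell cycle list of Supplementary Data 2, sister CD8+ T-cells lay 45.4 ± 8.77 apart and unrelated cells 49.1 ± 4.45 (SD, n = 27 lineages), a difference of -8.44% ± 10.9 (SD) that was lower in 22 lineages (permutation test, p = 0.00024, adjusted p = 0.00072). Cousins differed from unrelated cells by -7.23% ± 11.9 (SD, n = 20 lineages) over these genes and were closer in 13 lineages (permutation test, p = 0.0152, adjusted p = 0.0304). The comparison of cousins did not pass with unrelated cells alike in the detection of Xist and of Y-linked transcripts (-4.86%, adjusted p = 0.064, with a range of 0.000257 to 0.431 over 18 settings). When the positions in the pedigrees were instead reassigned among all cells, the differences of sisters and of cousins over all genes had p = 1e-05, the smallest that 100000 reassignments can give, and p = 0.0001.

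**Figure D1:**
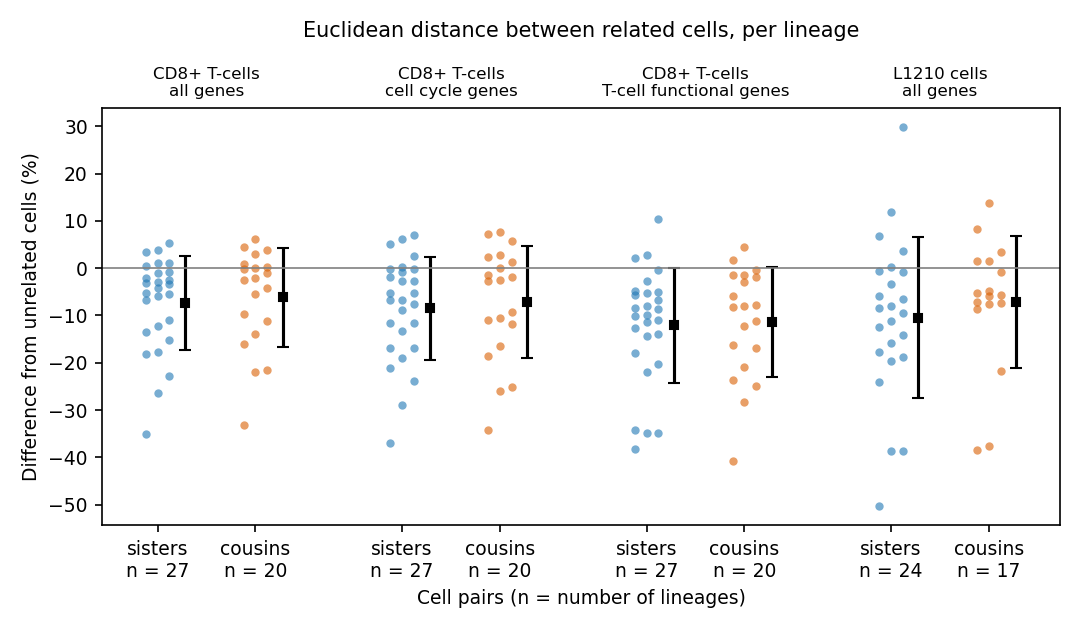
Euclidean distance between related cells relative to that between the same cells and unrelated cells, in percent, for sister and cousin pairs of CD8+ T-cells over all genes, cell cycle genes and T-cell functional genes and of all 81 L1210 cells over all genes. Each point is 1 lineage and the squares and bars are the mean and SD over lineages (n = 27 lineages for sisters and 20 for cousins of CD8+ T-cells, 24 and 17 for L1210 cells). All 8 means lie below 0, from -6.21 to -12.1%, and the SD bar of each reaches past 0.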

Since each founding CD8+ T-cell loaded in to the device represents a unique clone, these results suggest lower intra- than interclonal transcriptional variation for these cells (Fig. 2a–c). Conducting these analyses with Spearman distances, a rank-based metric of transcriptional similarity, yielded similar results across all comparisons (Supplementary Fig. 4). 

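With 1 minus Spearman's rho as the distance, sister CD8+ T-cells lay 0.384 ± 0.0879 apart and unrelated cells 0.423 ± 0.0455 (SD, n = 27 lineages). The difference was -10.3% ± 12.6 (SD), with sisters closer in 21 lineages (sign-flip permutation test, p = 5e-05, adjusted p = 0.00015), and it was -9.42% for cousins, closer in 14 of 20 lineages (p = 0.0049, adjusted p = 0.0098). Over the cell cycle genes the differences were -12.6% for sisters and -12.2% for cousins (adjusted p = 6e-05 and 0.000504). In all 81 L1210 cells, sisters differed from unrelated cells by -15.5% ± 24.3 (SD, n = 24 lineages) and were closer in 19 lineages, with p = 0.0445 and an adjusted p of 0.0763, which no longer passed the adjustment. The rank distance was not computed for the 80 cells alone. From these distances, and since each founding T-cell started its own clone, the paper proposes that the transcription of CD8+ T-cells varies less within than between clones.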

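How far an unsupervised comparison finds relatives was measured here by the nearest cell. Over the 500 most variable genes, the nearest cell in Euclidean distance was a recorded relative for 24 of the 90 CD8+ T-cells that had one (26.7%), a sister in 10 cases, where reassignment of the pedigree positions gave 2.39 cells on average (p = 1e-05, the smallest that 100000 reassignments can give). The same held for 16 of 78 L1210 cells of the paper (20.5%) and for 15 of 79 when L1210_15 was included (19.0%), with the same p. The share fell as less variable genes entered. With all genes passing the filter it was 4.44% in CD8+ T-cells (p = 0.218) and 6.33% in L1210 cells (p = 0.0947), no longer different from reassignment, while the rank distance over 500 genes gave 42.2% and 35.4%. The settings of the clustering in Supplementary Note 2 were not used here.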

Interestingly, unsupervised clustering analysis of highly variable genes in both cell types successfully reconstructs lineage relationships for some, but not all, cells (Supplementary Fig. 5, Supplementary Note 2). This suggests that computational approaches alone may not offer the same efficacy in predicting single-cell lineage relationships as direct observation of cellular division does.

The effects of lineage and clonality in T-cells are of particular interest in the context of effector cell function and differentiation in response to antigenic stimuli^7^,^16^. 

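The T-cell functional list of Supplementary Data 3 holds 142 genes, all of which passed the expression filter in CD8+ T-cells. Over these genes sisters lay 19.9 ± 3.78 apart and unrelated cells 22.6 ± 2.05 (SD, n = 27 lineages). The difference was -12.1% ± 12.2 (SD), and sisters were closer in 24 of 27 lineages (sign-flip permutation test, p = 1e-05, the smallest that the test can give, adjusted p = 0.00012). Cousins lay 20.2 ± 3.80 apart and unrelated cells 22.7 ± 1.86 (SD, n = 20 lineages), a difference of -11.4% ± 11.7 (SD) with cousins closer in 18 of 20 lineages (permutation test, p = 7e-05, adjusted p = 0.00042). Sisters and cousins differed by 0.463% ± 8.68 (SD, p = 0.943). Both comparisons with unrelated cells lost their call in 1 setting, with unrelated cells but not relatives alike in technical measures (-0.455 and -0.155%, adjusted p = 0.958 for both, the highest of 18 settings). To set the list beside other genes, 10000 random sets of 142 genes matched on mean expression were drawn. Pooled over related pairs, the list differed by -11.9%, below all random sets, which had a mean of -7.81% and a minimum of -11.3%. The cell cycle genes, at -8.07%, fell at percentile 8.54 of their own random sets, whose mean was -7.59%. These percentiles describe the cells measured and are not p values.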

When performing the aforementioned analysis on a subset of genes with functional relevance to CD8+ T-cell activation, differentiation and cytotoxic function, there was once again significantly greater intraclonal transcriptional similarity (*P*<0.001, Mann–Whitney *U*-test) (Fig. 2c, Supplementary Data 3). Transcriptional similarity among the progeny of a single clone did not appear to be driven by gene expression signatures associated with pre-existing subsets of memory and effector CD8+ T cell phenotypes (Supplementary Fig. 6; Supplementary Note 3). In addition to these aggregate measurements, we compared intra- and interclonal similarity at the single gene level. 

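For each gene the mean absolute difference in ln(TPM + 1) over sister and cousin pairs was compared with 100000 reassignments of the pedigree positions among the cells of a cell type, 2-sided and with Benjamini-Hochberg adjustment over all genes tested. In CD8+ T-cells 678 of 9997 genes were more alike in related cells at an adjusted p under 0.05 and 0 genes were less alike, while 2164 genes were more alike at an unadjusted p under 0.05. The count depended on the test. The Mann-Whitney U-test on pairs called 880 genes, 595 of them among the 678, and the sign-flip test over lineages, which takes each lineage as 1 value, called 222, with 197 among the 678. In simulated data with 200 genes made more alike among these 9997, the reassignment recovered 94% of the genes and called 5 unchanged ones, and the sign-flip test recovered 67%. The 5 genes with the lowest p and the largest relative difference were Xist, Eif2s3y, Cd8b1, Tubb6 and S100a4. Their mean absolute differences in related cells stood apart from those in unrelated cells by -72.1, -61.3, -61.2, -57.7 and -55.9%, all with p = 2e-05, the smallest that the 2-sided test can give, and an adjusted p of 0.00172. Xist lies on chromosome X of GRCm38 from 103460366 to 103483254 on the minus strand and is expressed from the inactive X chromosome of females, and Eif2s3y lies on chromosome Y from 1010543 to 1028847 on the plus strand, so that both differ between mice of unlike sex. Cd8b1 lies on chromosome 6 from 71322788 to 71337494 on the plus strand, next to Cd8a, which ranked 6th. Cd3e, a chain of the T-cell receptor complex, was not called (adjusted p = 0.425), but was under the Mann-Whitney U-test (adjusted p = 0.0253, with a range of 0.0253 to 0.715 over 10 settings).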

The genes that showed significantly more intra- than interclonal similarity were highly enriched for gene ontology annotations relating to T-cell activation and immune cell function (*P*<0.001, modified Fisher Exact test Supplementary Data 4). 

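The annotation terms themselves were not tested, as no ontology database was used here, and the complete T-cell functional list was used in their place. Of its 142 genes, 23 were among the called genes (16.2%), against 655 of the 9855 other genes tested (6.65%), an odds ratio of 2.71 (Fisher's exact test, 1-sided, p = 7.79e-05, adjusted p = 0.000156 over 4 comparisons of lists with called genes). Adjusted over the list alone, 37 genes were called. The odds ratio stayed above 1 and past an adjusted p of 0.05 in all 10 other settings, between 2.32 and 4.62. The cell cycle list gave 57 of 687 genes (8.30%) against 6.67% of the other genes, an odds ratio of 1.27 (p = 0.0626, adjusted p = 0.0835), and 68 genes adjusted over the list alone. That result depended on the setting, with 4 of 10 other settings short of the threshold. With time since division removed by regression its odds ratio was 0.927 (adjusted p = 0.721), and under the Mann-Whitney U-test it was 1.51 (adjusted p = 0.000889), and over the 10 settings its adjusted p ranged from 1.36e-06 to 0.721.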

Interestingly, gene expression for Granzyme B (*Gzmb*)—whose protein product plays a key role in cytotoxic T-cell-mediated target cell killing—showed one of the highest levels of clonal similarity, with strong correlations in *Gzmb* expression levels between sisters (*R*^2^=0.524, *n*=43) and cousins (*R*^2^=0.517, *n*=73) as compared with unrelated cells (*R*^2^=0.002, *n*=4,544) (Fig. 2d). 

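Gzmb lies on chromosome 14 of GRCm38 from 56258838 to 56262260 on the minus strand and encodes granzyme B, a serine protease of cytotoxic granules. It ranked 7th of 9997 genes by the reassignment test and second by the Mann-Whitney U-test, with a mean absolute difference of 1.23 in related and 2.77 in unrelated cells on the ln(TPM + 1) scale, lower in 24 of 27 lineages. Gzmb was above 0 TPM in 87 of 97 CD8+ T-cells. The mean of a lineage ranged from 0.203 to 8.82, and the SD between lineage means was 2.52, against a median SD of 0.599 within lineages. With each pair entered in both orders, sisters were correlated with Pearson's r = 0.723 (R^2 = 0.523, n = 43 pairs, p = 2e-05 by reassignment of pedigree positions) and Spearman's rho = 0.845 (p = 1e-05, the smallest possible), and cousins with r = 0.721 (R^2 = 0.519, n = 72 pairs, p = 1e-05) and rho = 0.729 (p = 1e-05). Unrelated cells had r = -0.0288 (R^2 = 0.000827, n = 4541 pairs) and rho = -0.0300. Without the 2 lineages farthest from the median, r was 0.644 for sisters and 0.603 for cousins. The values moved most when Gzmb was replaced by its residual on the number of detected genes, with r = 0.608 for sisters and 0.597 for cousins.

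**Figure D2:**
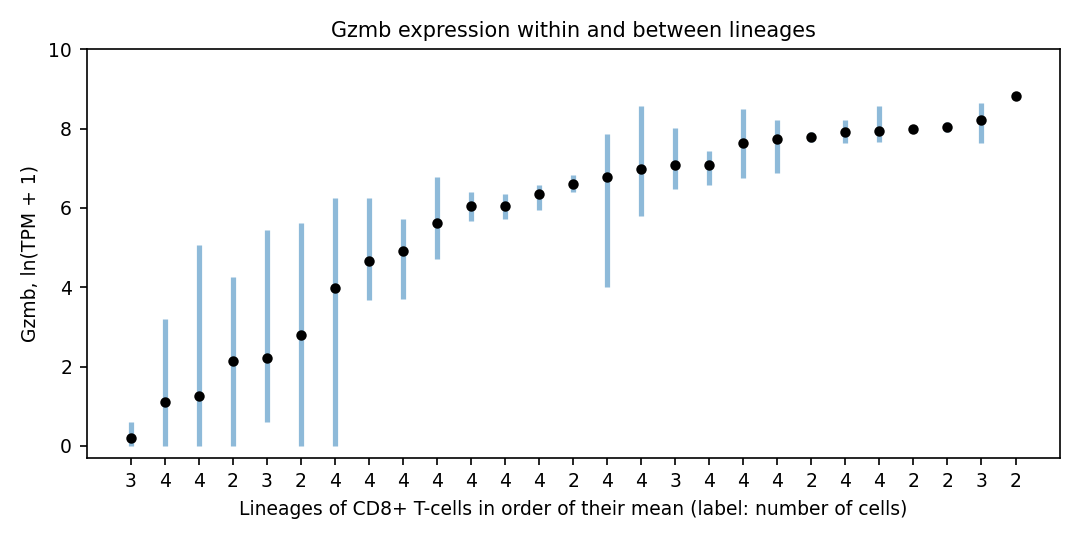
Gzmb expression in ln(TPM + 1) in the 27 CD8+ T-cell lineages with 2 or more cells, in order of their mean. Each dot is the mean of a lineage, each line spans its lowest to its highest cell, and the labels give the number of cells. The means rise from 0.203 to 8.82, and 6 lineages hold a cell at 0.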

At the intraclonal level for CD8+ T-cells, genes which showed stronger correlation between sister cells than between cousin cells were also enriched for gene ontology terms relating to T-cell activation and immune cell function (*P*<0.05; modified Fisher Exact test Supplementary Fig. 7, Supplementary Data 5). 

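For each gene, Spearman's rho over sister pairs minus that over cousin pairs (rho_diff) was computed in the 16 CD8+ T-cell lineages with all 4 cells and compared with 100 random re-pairings of the 4 cells of each lineage, which keep the lineage effect. Above the 99th percentile of the re-pairings, a rho_diff of 0.524, lay 125 of 9997 genes (1.25%). Single re-pairings put 62 to 162 genes there with a median of 97, and 14 of the 100 splits, the recorded pairing among them, gave as many, so that the number of genes was within what re-pairing gives. The median rho over genes was 0.103 for sisters and 0.0892 for cousins. Of the 149 genes that Supplementary Data 5 lists for CD8+ T-cells, 35 were among the 125, where 1.86 were expected (hypergeometric p = 7.17e-36). Both lists come from the same cells. None of the 142 T-cell functional genes was above the threshold (0 of 142 against 1.27% of the other genes, Fisher's exact test, 1-sided, p = 1), and with Pearson's r in place of rho 1 was (p = 0.776), counts that are too small to exclude an enrichment. The enrichment of the paper was tested with ontology terms, which were not used here. In simulated data with 200 genes made more correlated in sisters, 82.5% were recovered, and 38.2% of the 267 genes above the threshold were unchanged ones.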

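In L1210 cells with all 4 cells of a lineage kept, 175 of 10658 genes had a sister minus cousin difference in rho above the 99th percentile of re-pairings over the 80 cells of the paper (13 lineages), and 1 of 100 splits, the recorded pairing, gave as many. Over all 81 cells (14 lineages) it was 128 of 10536 genes, and 34 of 100 splits gave as many. The set of cells thus decided whether the number exceeded that of re-paired cells. For the 80 cells, genes in exactly 10% of cells also passed the filter, so that L1210_15 and the filter were not separated. Of the 288 genes in Supplementary Data 5 for L1210 cells, 31 were among the 175 (4.73 expected) and 22 among the 128 (3.47 expected). Cell cycle genes made up 13 of the 175 (1.95% of the list against 1.62% of other genes, Fisher's exact test, 1-sided, p = 0.299) and 8 of the 128 (p = 0.566). With Pearson's r only 37 genes lay above the threshold over all 81 cells.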

A similar analysis in L1210 cells, which do not require activation and are not actively differentiating, demonstrated that genes with expression levels more correlated in sister cells were instead enriched for basic biological function annotations including cell metabolism and biosynthetic processes. To our knowledge, these measurements offer the first direct comparison of inter- and intraclonal variability in activated CD8+ T-cells with *a priori* knowledge of lineage relationships and, when taken together, suggest lineage-dependent transcriptional signatures corresponding to unique functional phenotypes.

### Cell cycle-dependent transcription

Recent work has demonstrated that cell cycle-dependent transcriptional profiles in single-cell RNA-seq measurements may obfuscate underlying phenotypic relationships between cells^17^. Therefore, we sought to determine whether the observed intraclonal transcriptional similarities were primarily the result of cell cycle stage proximity or lineage relationship. When released from the device, cells derived from a single clone are inherently at similar cell cycle stages by virtue of originating from common division events. 

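Sister cells had divided together, with times since division that differed by 0.0532 ± 0.0402 h in CD8+ T-cells (SD, n = 43 pairs) and by 0.0418 ± 0.0341 h in the L1210 cells of the paper (SD, n = 37 pairs; 0.0413 ± 0.0338 h over all 38 pairs). Cousins differed by 0.388 ± 0.287 h in CD8+ T-cells (SD, n = 72 pairs), with 98.6% of pairs within 1 h. In L1210 cells they differed by 0.950 ± 0.898 h (SD, n = 60 pairs, 60.0% within 1 h), or 0.929 ± 0.891 h over all 62 pairs.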

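Across lineages the times differed by 2.49 ± 1.77 h between unrelated CD8+ T-cells (SD, n = 4256 pairs with both times recorded), of which 23.3% were within 1 h. In L1210 cells the difference was 3.91 ± 2.88 h over the 3063 unrelated pairs of the cells of the paper (15.8% within 1 h) and 3.91 ± 2.86 h over all 3140 pairs (15.6% within 1 h).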

Unrelated cell pairs, however, are drawn from various lineages and have, on an average, a greater difference in cell cycle proximity. Direct observation of proliferation in the device allow us to account for this confounding effect by independently determining the time since division, an approximate measurement of cell cycle progression, for each cell analysed. Differences in time since division for unrelated cell pairs were then used as a proxy for the extent to which cell cycle stage differed for each of the transcriptional similarity measurements.

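Unrelated pairs were split at the median difference in time since division, 2.13 h in CD8+ T-cells. Pairs below it lay 180.7 ± 28.1 apart and pairs above it 184 ± 27.5 (SD, n = 2128 pairs each), a difference of -1.85%. In the 80 L1210 cells of the paper, pairs below the median of 3.29 h lay 149 ± 37.2 apart (n = 1532) and pairs above it 154 ± 44.3 (SD, n = 1531), a difference of -3.41%, and over all 81 cells it was -4.56%. These differences are a small part of the SD over pairs. The Mann-Whitney U-test on pairs was Bonferroni adjusted over 4 comparisons and run without the weights of the paper. It gave p = 4.73e-06 for CD8+ T-cells, 0.121 for the 80 L1210 cells and 0.0187 for all 81. The call in L1210 cells thus depended on the set of cells and its gene filter. Since each cell enters many pairs, the pairs are not independent. A Mantel test over lineages, which correlates the difference of the lineages' mean times with their mean distance, gave Spearman's rho = 0.149 for 31 lineages of CD8+ T-cells (p = 0.11, adjusted p = 0.221 over 4 comparisons), rho = 0.00463 for the 80 L1210 cells (p = 0.955) and rho = 0.00432 for all 81 (p = 0.956, adjusted p = 0.956), from 100000 permutations of the 26 L1210 lineages. Over lineages the relation was therefore not detectable in either cell type.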

Comparison of unrelated L1210 and CD8+ T-cells demonstrated that cell pairs with smaller differences in times since division were significantly more transcriptionally similar (*P*<0.001, Mann–Whitney *U*-test, Supplementary Fig. 8). 

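Over the 687 cell cycle genes, unrelated CD8+ T-cells below the median difference in time lay 47.997 ± 9.36 apart and those above it 49.5 ± 9.13 (SD, n = 2128 pairs each), a difference of -2.99% against -1.85% over all genes (Mann-Whitney U-test on pairs, Bonferroni adjusted p = 1.34e-09). The Mantel rho over 31 lineages was 0.169 (permutation p = 0.0687, adjusted p = 0.221), and it exceeded that over all genes by 0.0201 (permutation of lineages, p = 0.15, adjusted p = 0.374 over 3 differences between gene sets). With a pseudocount of 10 TPM the difference was 0.0299 and passed the adjustment (adjusted p = 0.0257). In the other 3 settings it stayed between 0.0150 and 0.0297, with an adjusted p of at most 0.445.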

For CD8+ T-cells, this effect was even more pronounced when considering a subset of genes with cell cycle-related functional annotation (*P*<0.001, Mann–Whitney *U*-test) (Fig. 2b, Supplementary Fig. 8b). Similarly, in L1210 cells, genes which showed greater expression level similarity among related cells as compared with unrelated cells were enriched for cell cycle associated gene ontology terms (Supplementary Data 4). These results suggest that global transcriptional similarity for related L1210 and CD8+ T-cells is at least partially due to cell cycle stage proximity and not entirely governed by lineage relationships. However, this dependence on cell cycle stage was less pronounced for a subset of genes in CD8+ T-cells with functional annotations relating to T-cell activation and function (Fig. 2c, Supplementary Fig. 8c). 

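In the 80 L1210 cells of the paper, 471 of 10658 genes were more alike in related cells at an adjusted p under 0.05 by reassignment of pedigree positions, with 0 less alike and 2137 more alike at an unadjusted p under 0.05. The cell cycle list supplied 74 of them, 11.1% of its 666 genes passing the filter against 3.97% of other genes, an odds ratio of 3.02 (Fisher's exact test, 1-sided, p = 7.45e-14), and 119 genes adjusted over the list alone. Over all 81 cells 350 of 10536 genes were called, with 47 from the list (7.06% against 3.07%, odds ratio 2.40, p = 6.48e-07, adjusted p = 2.59e-06), and 83 adjusted over the list alone. The odds ratio stayed past the threshold in all 13 other settings, between 2.09 and 4.59. The number of called genes did not, from 44 in the sign-flip test over lineages to 639 with time since division removed by regression. The 5 genes with the lowest p over all 81 cells, by the same rule as for CD8+ T-cells, were Fth1, Csdc2, Ftl1, Clec4a3 and Gas7, with differences of -59.9, -52.0, -51.8, -50.2 and -49.9% between related and unrelated cells, each with p = 2e-05, the smallest the test can give, and an adjusted p of 0.00405. Fth1 lies on chromosome 19 of GRCm38 from 9980598 to 9985098 on the plus strand and Ftl1 on chromosome 7 from 45457944 to 45459884 on the minus strand. Both encode ferritin chains and have near-identical copies in the genome between which the authors' estimation could split reads. Fth1, Csdc2 and Ftl1 were not called by the sign-flip test over lineages (adjusted p = 0.136, 0.103 and 0.797, the highest of 13 settings for each).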

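Over the 142 T-cell functional genes, unrelated CD8+ T-cells below the median difference in time lay 22.3 ± 4.47 apart and those above it 22.5 ± 4.32 (SD, n = 2128 pairs each), a difference of -0.999% (Mann-Whitney U-test on pairs, Bonferroni adjusted p = 0.0429). The Mantel rho over lineages was 0.122 (permutation p = 0.18, adjusted p = 0.24). It was lower than over the other sets, by a difference of -0.0263 from all genes and of -0.0464 from the cell cycle genes, and neither difference passed a permutation of lineages (p = 0.509 and 0.249, adjusted p = 0.509 and 0.374).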

Expression levels of these genes—including *Gzmb*—showed a strong correlation between related cells but no correlation with time since division (*P*=0.005, Fisher’s *z* transformation, Fig. 2d,e). Furthermore, when limiting the transcriptional similarity analysis to include only unrelated cell pairs that have similar cell cycle stages, sister and cousin cell pairs still demonstrate greater transcriptional similarity (Supplementary Fig. 8d–f). These results suggest that lineage relationships, and not cell cycle stage proximity, are the dominant factor accounting for the similar expression patterns of genes relating to T-cell function observed in single CD8+ T-cell clones.

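Over the means of 31 lineages with a recorded time, Gzmb expression and time since division had Pearson's r = -0.194 (permutation test, p = 0.296) and Spearman's rho = -0.154 (p = 0.408), and r was -0.0336 without the 2 lineages with the most extreme times. Taken over single cells, which share lineages, r was -0.223 over 94 cells (p = 0.031, rho = -0.173, p = 0.093, r = -0.186 without the 2 extremes) and -0.304 over the 84 cells with Gzmb above 0 (p = 0.00494, rho = -0.165, p = 0.134, r = -0.227 without the 2 extremes), so that only Pearson's r over cells reached a call. The comparison of correlations by Fisher's z transformation was not repeated here.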

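With unrelated cells limited to those within 1 h of the time since division of the related cells, sister CD8+ T-cells differed from unrelated cells by -6.49% over all genes (sign-flip permutation test over 27 lineages, adjusted p = 0.00101 over 8 comparisons) and by -6.75% over the cell cycle genes (adjusted p = 0.00254). Cousins differed by -5.36% (20 lineages, adjusted p = 0.0414) and by -5.75% (adjusted p = 0.0456). The differences of cousins lost their call with a limit of 2 h (-5.45%, adjusted p = 0.0623 over all genes and -5.60%, adjusted p = 0.0976 over the cell cycle genes). In L1210 cells, all 81 included, sisters differed by -10.3% (closer in 18 of 24 lineages, adjusted p = 0.0456) with a limit of 1 h and by -8.14% (adjusted p = 0.079) with 0.5 h, and cousins by -5.50% (17 lineages, adjusted p = 0.214). The limit that the paper used is not named in its text.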

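Over the T-cell functional genes, the restriction to unrelated cells within 1 h of each other's time since division left sisters 19.9 ± 3.78 apart against 22.3 ± 2.34 for unrelated cells, a difference of -11.0% ± 12.1 (SD) with sisters closer in 24 of 27 lineages (sign-flip permutation test, p = 3e-05, adjusted p = 0.00024). For cousins it was -11.0% ± 11.3 (SD), closer in 17 of 20 lineages (p = 6e-05, adjusted p = 0.00024). Both kept their call with limits of 0.5 and 2 h. From the similarity that remains between cells of like time since division, and from the weaker dependence of these genes on time, the paper proposes that lineage and not the cell cycle accounts for most of the similarity in the expression of T-cell genes within clones.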

To further examine cell cycle-dependent transcriptional patterns, we used partial least squares regression (PLSR) models to find the multivariate, weighted combination of genes—referred to as the latent variable—that covaried most significantly with single-cell measurements of time since division (Methods). 

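Partial least squares regression of time since division on ln(TPM + 1) was fitted with 1 latent variable, mean-centred, to 10 random draws of 90% of the cells, and genes were ranked by their mean variable importance in projection (VIP). The model covered 9967 genes and 94 CD8+ T-cells and 10536 genes and 81 L1210 cells. The highest mean VIP in CD8+ T-cells was that of Ung, at 4.97, a uracil-DNA glycosylase gene on chromosome 5 of GRCm38 from 114130386 to 114139323 on the plus strand. Over the means of 31 lineages, its expression was related to time since division with Pearson's r = -0.665 (permutation test, p = 4e-05, adjusted p = 0.000253) and Spearman's rho = -0.636 (p = 0.00017, adjusted p = 0.000807), and r was -0.607 without the 2 lineages of most extreme time. Aurka, encoding a mitotic kinase, came next at 4.61, with r = 0.551 (p = 0.00122, adjusted p = 0.0029), rho = 0.512 (p = 0.00359, adjusted p = 0.00758) and r = 0.553 without the 2 extremes. Tnfaip8l1, Prc1 and Dynlt1a followed, with VIPs of 4.56, 4.41 and 4.38. The 5 highest over all 81 L1210 cells were Mir703, Rpl26, Ndrg1, Hyls1 and Cdt1, between 4.43 and 3.93. Over the 80 cells of the paper they ranked 3, 2, 5, 1 and 14 in the same order. With scaling to unit variance over all 81 cells they ranked 218, 196, 40, 7 and 8. The set of cells, with its gene filter, and the scaling thus decided which genes came highest. Over 26 lineages Hyls1 had r = 0.639 (p = 0.00057, adjusted p = 0.00155), rho = 0.586 (p = 0.00214, adjusted p = 0.00508) and r = 0.51 without the 2 extremes. The other 4 fell with time, Mir703 with r = -0.556 and rho = -0.480 (adjusted p = 0.00529 and 0.0196) and Cdt1 with r = -0.501 and rho = -0.487 (adjusted p = 0.0115 and 0.0190). Rpl26, with r = -0.445 and rho = -0.378 (adjusted p = 0.0250 and 0.0689), and Ndrg1, with r = -0.434 and rho = -0.382 (adjusted p = 0.0325 and 0.0689), were short of the adjustment by rho. The genes were ranked by their relation to time in the same cells, so that these p values are largely set by the choice of genes and are no independent tests, and the adjustment covers only the 19 relations computed for named genes. Rpl26 and Dynlt1a have near-identical copies between which the authors' estimation could split reads. Mir703 is annotated as a microRNA gene, and the source of its reads in libraries of polyadenylated RNA was not tested.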

After initial model construction with the entire gene set, we limited our analysis to subsets including the 300 genes that accounted for the most covariance with time since division for each cell type (Supplementary Fig. 9, Methods). Reconstructing the models with these reduced gene lists resulted in strong correlations between the latent variable scores and experimental measurements of time since division for both the CD8+ T-cells (*R*^2^=0.77±0.03 s.d., *n*=10 iterations ) and L1210 cells (*R*^2^=0.84±0.02 s.d., *n*=10 iterations) (Fig. 2f,g). 

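Refitted to the 300 genes of highest mean VIP, the model of CD8+ T-cells had an R^2 of 0.581 over the 94 cells it was fitted to. Predicted from 10-fold cross-validation, the R^2 was 0.535 ± 0.00448 (SD, n = 10 repeats). In L1210 cells the R^2 under cross-validation was 0.583 ± 0.0142 (SD, n = 10 repeats) for the 80 cells of the paper, with 0.624 in the fitted cells. With L1210_15 it was 0.400 ± 0.00606 (SD, n = 10 repeats) and 0.439 in the fitted cells. The SD covers the repeats of the cross-validation on the same cells and not the variation between lineages. With scaling to unit variance the R^2 was 0.496 in CD8+ T-cells and 0.348 in all 81 L1210 cells.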

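In the cross-validation described so far, the 300 genes had been chosen with the help of the cells that were later held out. When the genes were chosen anew within each training fold, the R^2 of CD8+ T-cells was 0.215 ± 0.0303 (SD, n = 10 repeats), and 0 of 100 permutations of the times reached it (p = 0.0099, the smallest that 100 permutations can give). For the 80 L1210 cells of the paper it was 0.0845 ± 0.0512 (p = 0.0594), a setting chosen after seeing the data, and for all 81 cells 0.0688 ± 0.0305 (p = 0.109). Cells of a lineage share their time since division, so whole lineages were also held out, which gave 0.112 ± 0.0358 in CD8+ T-cells (p = 0.129), 0.0237 ± 0.0257 in the 80 L1210 cells (p = 0.505) and 0.00611 ± 0.00661 in all 81 (p = 0.772). No prediction of an unseen lineage was detectable in either cell type by R^2. Times were permuted here only among lineages with the same number of cells. R^2 has no sign, so permuted times related to the scores in the opposite direction also counted as reaching the recorded value. In CD8+ T-cells the held-out scores had a mean r of 0.330, at least 0.245 in each repeat. Its sign was not tested, so a prediction is not excluded there. In simulated data without any effect of time, genes chosen on all cells gave an R^2 of 0.902 and 0.921 and genes chosen within folds 0.0444 and 0.0379. There each gene was shuffled over cells on its own, which removes the correlation between genes. The first 2 values are therefore no measure of chance in the recorded data, where permuted times gave means of 0.413 in CD8+ T-cells and 0.408 in all 81 L1210 cells.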

Cross-validation of these models demonstrates that these transcriptional patterns are not artifactual signatures associated with variations amongst cells (Methods). Furthermore, random permutation analysis verifies that the results of each model were not due to over fitting (*P*<0.001, Mann–Whitney U-test) (Methods). Therefore, these transcriptional signatures are able to explain a majority of the gene expression variability associated with cell cycle progression. 

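Times since division were permuted over the cells 100 times, and the choice of 300 genes was repeated for each permutation. The permuted times gave a mean cross-validation R^2 of 0.413 ± 0.131 (SD) in CD8+ T-cells, and 19 of 100 permutations reached the 0.535 of the recorded times (p = 0.198). In the 80 L1210 cells of the paper they gave 0.422 ± 0.141 (SD), with 19 of 100 as large as 0.583 (p = 0.198), and in all 81 cells 0.408 ± 0.151 (SD), with 43 of 100 as large as 0.400 (p = 0.436). When the 300 genes chosen on the recorded times were instead kept for every permutation, a setting chosen after seeing these values, the permuted means were 0.0201 in CD8+ T-cells, 0.0276 in the 80 L1210 cells and 0.0256 in all 81, and 0 of 100 reached the recorded value (p = 0.0099 for each, the smallest possible). Since the choice of these genes had used the recorded times of the same cells, that outcome was largely fixed in advance. The Methods state that the final models, built on the 300 genes, were recalculated with permuted response variables, and name no new choice of genes. From its permutations the paper reasons that the models were not overfitted.

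**Figure D3:**
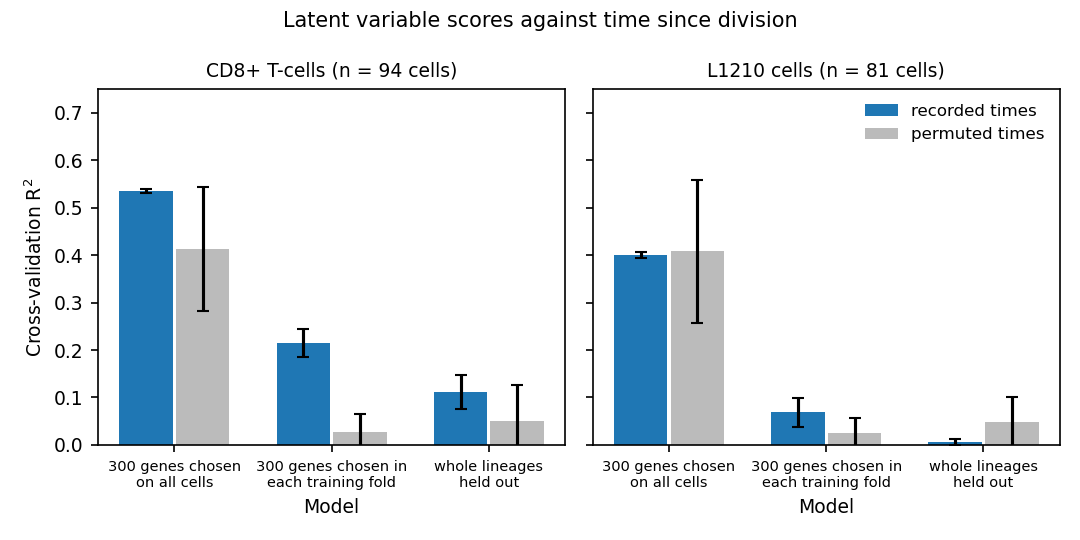
Cross-validation R^2 of the time model for the recorded times and for 100 permutations of the times, in 94 CD8+ T-cells and 81 L1210 cells. The pairs of bars stand for genes chosen on all cells, genes chosen within each training fold and whole lineages held out, and the error bars are the SD over 10 repeats or over 100 permutations. With genes chosen on all cells, the permuted times reach a mean of 0.413 and 0.408, beside 0.535 and 0.400 for the recorded times. In the 80 L1210 cells of the paper, which are not drawn, they reach 0.422 beside 0.583.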

As such, these models could be used to predict cell cycle stage without prior knowledge of time since division for these cell types.

For each model, the optimized subsets of 300 genes were highly enriched for genes with cell cycle-related functional annotations (Supplementary Data 6). However, there were only 28 genes that were common to both subsets, indicating that cell cycle progression transcriptional signatures are different between the two cell types. This cell-type specificity may be in part due to dissimilarities in cell cycle regulation between L1210, a constitutively proliferating lymphocytic leukemia, and CD8+ T-cells, which require activation and growth factor stimulation to induce proliferation. Furthermore, these results are consistent with previous work that demonstrated distinct cell cycle signatures associated with various cell types of hematopoietic origin^18^. 

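Of the 300 genes of highest VIP in CD8+ T-cells, 56 were in the cell cycle list (18.7%, against 6.89% of all 9967 genes), an odds ratio of 3.29 (Fisher's exact test, 1-sided, p = 3.92e-12). In L1210 cells 43 of 300 were in the list over the 80 cells of the paper (14.3%, odds ratio 2.61, p = 2.39e-07), and 36 of 300 over all 81 cells (12%, odds ratio 2.08, p = 0.000148). The list stayed enriched with other pseudocounts, with scaling and with 100 or 1000 genes, at odds ratios of 2.14 to 5.72 in CD8+ T-cells and 1.74 to 3.32 in L1210 cells. Since relatives share their time since division, the cells behind these tests were not independent.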

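Between the 300 genes of all 94 CD8+ T-cells and those of all 81 L1210 cells, 28 were common, where 8.54 would be expected by chance among the 9143 genes tested in both (hypergeometric p = 2.67e-08), and 12 of the 28 were in the cell cycle list. With the 80 L1210 cells of the paper 29 were common. The number moves with the size of the sets, from 6 among 100 genes to 146 among 1000. Without scaling, the VIP also grows with the variance of a gene, which the expected number leaves out. Scaled to unit variance, 19 genes were common where 8.40 would be expected (hypergeometric p = 0.000754), 7 of them in the cell cycle list. The number common under permuted times was not computed. The difference between the cell types itself was not tested.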

Altogether, these observations suggest that independent measurements of cell cycle-associated transcriptional patterns may be necessary to describe different cell types that have distinct mechanisms driving cell growth.

## Discussion

The platform presented offers the first means of directly linking single-cell transcriptional profiles with lineage history. We have demonstrated the utility of these measurements with results indicating both lineage and cell cycle-dependent gene expression profiles in two different cell types. While the system is limited to *in vitro* studies, it allows for the analysis of single-cell development and lineage progression under highly controlled, user-defined culture conditions. Such an approach enables the study of cell intrinsic developmental patterns that can serve as a benchmark for measurements of differentiation *in vivo*, where it may be difficult to deconvolve the effects of the microenvironment on cellular development. Specifically, this method may shed light on to the relative contributions of various CD8+ T-cell differentiation models, which have been difficult to reconcile with *in vivo* single-cell measurements alone^6^,^8^,^9^.

Although the trap structures implemented in this device are most effective for cell populations with a relatively uniform size distribution, they can be optimized for various average cell sizes with slight changes to the channel dimensions. Furthermore, the long-term fluidic stability and cell growth maintenance in this device make it amenable to use with actively proliferating cells with a wide range of doubling times. This flexibility in cell growth and morphology characteristics suggests that this platform will be broadly applicable to many existing model cell systems. In combination with recently developed computational approaches^17^ and high-throughput single-cell sequencing methods^19^,^20^, this multiplexing of data may allow for more sensitive analyses of single-cell RNA-seq profiles and help to distinguish subtle, but meaningful, functional signatures from cell cycle in various biological contexts.

## Methods

### Device fabrication and system setup

All devices were fabricated in 6-inch silicon-on-insulator wafers with 17-μm deep flow channels created with deep reactive ion etching and an anodically bonded Pyrex lid. Each six inch silicon wafer yields 100 devices. Fluidic connections were established by securing the devices to a Teflon manifold with PEEK tubing aligned to the access ports. This manifold was secured to a copper clamp maintained at 37 °C with a recirculating water bath (Thermo Scientific). Pressure-driven flow in the device was controlled with electronic pressure regulators (Proportion Air). All fluids were pressurized with 5% CO_2_ (Airgas) to maintain long-term pH stability of the culture medium for cell growth. Time-lapse imaging was conducted with a custom LabView program (National Instruments) which drove a TTL-triggered white LED light-source (ThorLabs) for illumination as well as two automated stages (Newport), which traversed the *x* and *y* axes to capture multiple fields of view for each frame.

### Single cell culture

Single cells were manually loaded into the device by introducing a cell sample at a concentration of 2 × 10^5^ cells per ml into the left bypass channel (Fig. 1, port with pressure P2) and flowing it into the trap lanes (P2>P3). The fluidic design of the system ensures targeted loading of single cells while avoiding capturing multiple cells in each lane (Supplementary Movie 1, Supplementary Note 1). For long-term growth and kinetics measurements, a single cell was loaded in each of the 20 lanes of the device. For the lineage RNA-seq measurements, one cell was loaded in each of the first eight lanes in order to enable imaging of all lineages during cell release.

Once a single cell was loaded in each lane, the bypass channels were flushed to remove any remaining untrapped cells. For continued nutrient repletion, cell growth media was perfused through the bypass channels at a flow rate of 100 μl h^−1^ with a pressure drop applied along the bypass channels (P1–P2 and P1–P3). A slight pressure drop was concurrently introduced across the traps (P2–P3) to ensure that the cells remained trapped and their progeny flowed downstream to unoccupied traps (Supplementary Movie 2).

### Single-cell release

After long-term proliferation, the upstream media reservoir was replaced with phosphate-buffered saline and the bypass channels were flushed. This exchange was completed within 1 min. Single cells were then retrieved from the device by briefly reversing the pressure differential across the lanes of traps (P2–P3). Once a single cell traveled to the bypass channel, the original pressure differential was reestablished and the cells once again flowed into the traps (Supplementary Movie 3). During this process, there was a constant pressure drop maintained along the bypass channels (P1–P2) that allowed each single cell that entered the bypass channel to be flushed out of the chip. The fluidic design of the system allowed for the port P2 to be maintained at atmospheric pressure, this enabled single cells to be collected directly from the tubing connected to the device (Supplementary Note 1). Furthermore, the design allowed for the release of cells from individual lanes to collect multiple single-cell lineages with each experiment (Supplementary Movie 4, Supplementary Note 1). A downstream tubing inner diameter of 75 μm resulted in a dead volume of ∼2 μl. To accommodate this dead volume, each cell was released in 5 μl of phosphate-buffered saline. For single-cell RNA-seq measurements, each cell was released directly in to a PCR tube containing 5 μl of 2 × TCL lysis buffer (Qiagen) resulting in a total volume of 10 μl of single-cell lysate. These samples were immediately frozen on dry ice and subsequently stored at −80 °C before library preparation and sequencing.

### Single cell RNA-seq

Single-cell RNA isolation, cDNA library synthesis, next-generation sequencing, read alignment and gene expression estimation were performed as described previously^15^. Briefly, Smart-Seq2 whole-transcriptome amplification and library preparation was performed on harvested single cells^21^. 

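Over all libraries the mean number of reads was 1229637 with an SEM of 61064, and it ranged from 47 to 4130670, doublets and failed libraries included.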

Single-cell libraries were then sequenced on a NextSeq500 using 30-bp paired end reads to an average depth of 1,229,637±60,907 reads (s.e.m.), and expression estimates (transcripts per million; TPM) for all UCSC-annotated mouse genes (mm10) were calculated using RNA-seq by expectation maximization (RSEM). The average transcriptomic alignment percentage was 64.3±0.63% (s.e.m.) and the average number of detected genes was 6,925±170 (s.e.m.) 

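Computed from the listed values of all libraries, 64.3% of reads mapped to the transcriptome (SEM 0.632) and 6925 genes were detected (SEM 171). Ribosomal RNA made up 25.6% of reads (SEM 0.478).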

(Supplementary Data 7).

### Cell culture and primary cell preparation

L1210 murine lymphocytic leukemia cells (ATCC CCL219) were cultured in RPMI 1640 (Gibco) with 10% fetal bovine serum and 1% penicillin-streptomycin solution (Gibco). The L1210 cells used for single-cell RNA-seq were from cultures that had been passaged less than 15 times after the initial thaw of the ATCC aliquot. CD8+ T-cells were isolated from a mixed gender, C57BL/6J mice ranging in age from 4 to 16 weeks (six mice in total). After splenocyte isolation and red blood cell lysis with ACK buffer (Gibco), CD8+ T-cells were purified using a MACS-based CD8a T-cell isolation kit (Miltenyi Biotec). These cells were cultured in RPMI 1640 (Gibco) with 10% fetal bovine serum, 55 μM 2-mercaptoethanol (Gibco), 1% penicillin-streptomycin solution (Gibco) and 100 U ml^−1^ IL2 (PeproTech). The CD8+ T-cells were activated with 5 μg ml^−1^ plate-bound anti-mouse CD3 (clone: 145-2C11, BioLegend catalog number 100314) and 2 μg ml^−1^ of anti-mouse CD28 (clone: 37.51, BioLegend catalog number 102112) in solution for 30 h before loading in to the device.

Bulk doubling time measurements were determined by fitting an exponential proliferation model to cell count data collected at various time points with a Coulter Counter (Beckman Coulter) for cultures of L1210 and activated CD8+ T-cells.

Animals were cared for in accordance with federal, state and local guidelines following a protocol approved by the Department of Comparative Medicine at MIT.

### Image analysis

Lineage relationships and time-since-division measurements were determined by manually tracking division events and subsequent trap locations for single cells throughout time-lapse image stacks (ImageJ). To couple this information to single-cell RNA-seq measurements, the cell release process was recorded and each cell was manually assigned its corresponding sample ID.

### Gene expression data pre-processing

All analysis was performed on log-transformed expression level measurements (ln(TPM+1)). Any cell doublets (as observed during single-cell release), as well as single-cell libraries with <1,000 mapped genes, were excluded from further analysis. 

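Doublets accounted for 4 CD8+ T-cell and 2 L1210 libraries, and 5 libraries of each cell type had fewer than 1000 detected genes. This left 97 and 81 libraries.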

All genes which were expressed at a level of ln(TPM+1)>1 in >10% of cells were included in the final analysis. These constraints yielded 97 single CD8+ T-cells (out of 106 total) and 80 single L1210 cells (out of 88 total) with 9,997 and 10,658 genes for further analysis, respectively. 

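A gene was tested when its ln(TPM + 1) exceeded 1 in more than 10% of the cells kept. In CD8+ T-cells 9997 genes passed, and 10536 in the 81 L1210 cells. The 80 L1210 cells without L1210_15 gave 10658 genes when exactly 10% of cells was also counted as passing. In both cell types 9160 genes passed.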

To account for technical variations leading to different detection efficiencies for each single-cell library, we assigned observation weights to each single-cell/gene pair as described previously^4^. These weights were used for all subsequent analyses.

### Transcriptional similarity comparison

For the analysis of the full gene lists, as well as cell cycle and T-cell-specific gene lists (Supplementary Data 1,2,3), weighted Euclidean distance was used as a metric for transcriptional similarity between cell pairs. These aggregate measurements of pairwise Euclidean distances for sister cells, cousin cells and unrelated cells were compared with a Mann–Whitney *U*-test. *P* values for these tests were Bonferroni adjusted to account for multiple hypothesis testing. These analyses were robust to the use of different distance metrics, such as Spearman distance, which yielded the same results (Supplementary Fig. 4). All statistical analysis was performed in MATLAB (Mathworks).

### Partial least squares regression (PLSR) modeling

All PLSR modelling was performed with the commercially available PLS Toolbox for MATLAB (EigenVector Research). Single-latent variable models were computed with single-cell time since division measurements used to construct the response variable and corresponding single-cell gene expression measurements used as predictor variables. For variable selection, the models were iteratively constructed with 90% of the data and genes were sorted based on the average variable importance to the projection (VIP) scores across 10 iterations. To determine the optimal number of top-ranked genes to include, the model was iteratively re-run with an increasing number of genes (Supplementary Fig. 9). For the final model, we chose to use the genes with the top 300 VIP scores; at this point, the addition of more genes did not appear to increase the amount of variance captured by the cross validated model. These genes were subsequently used as predictor variables for construction of the final models. The final models were cross-validated by iteratively constructing models with 90% of cells and using them to find the latent variable scores for the remaining 10%. The mean coefficients of determination (± s.d.) across all 10 iterations are reported in Fig. 2e,f. The final models were tested for overfitting by randomly permuting the response variables, re-calculating the model and determining the permuted model residuals. A Mann–Whitney *U*-test demonstrated significantly (*P*<0.001) smaller residuals for the original models as compared with the permuted models, indicating that the model is not overfit for either cell type.

### Gene-annotation enrichment analysis

Functional enrichment analysis was performed with DAVID v6.7 ref. 22. The gene lists used for inter- and intraclonal transcription comparison (Supplementary Data 4) include genes that demonstrated significantly greater intra- than interclonal expression similarity (false discovery rate (FDR)<0.05). The lists used to analyse genes which showed greater transcriptional similarity between sister cells than between cousin cells (Supplementary Data 5) include genes with the top 1% of *ρ*_diff_ values for both cell types (Supplementary Fig. 7). The lists used to analyse cell cycle stage-dependent transcription (Supplementary Data 6) include genes with the top 300 VIP scores as determined by PLSR modelling for the full gene lists of L1210 and CD8+ T-cells. The full lists of detected genes in each cell type were used as the background gene lists for all enrichment measurements.

## 

## Additional information

**Accession codes:** The RNA-seq data generated in this study has been deposited into the Gene Expression Omnibus database hosted at the National Center for Biotechnology Information under the accession code GSE74923.

**How to cite this article:** Kimmerling, R. J. *et al*. A microfluidic platform enabling single cell RNA-seq of multigenerational lineages. *Nat. Commun.* 7:10220 doi: 10.1038/ncomms10220 (2016).

## Supplementary Material

Supplementary Information Supplementary Figures 1-9, Supplementary Notes 1-3 and Supplementary References

Supplementary Data 1 Complete gene lists for L1210 (10,658 genes) and CD8+ T cells (9,997 genes) after filtering for genes that are expressed at a level of ln(TPM+1)>1 for at least 10% of cells.

Supplementary Data 2 Subset of genes with cell cycle-related gene annotation used for comparison of Euclidean distances between cell pairs for CD8+ T cells (688 genes). The list was compiled as described in Buettner et al.

Supplementary Data 3 List of gene ontology terms used to compile a subset of genes relating to T cell activation and function as well as the corresponding gene list (142 genes). This list was used for comparison of Euclidean distances between CD8+ T cell pairs.

Supplementary Data 4 Full gene list for CD8+ T cells and L1210 cells ranked by false discovery rate (FDR) values for Mann-Whitney U tests comparing expression level differences between related cell pairs to expression level differences between non-related cell pairs. The lowest FDR values indicate genes that show more transcriptional similarity between related cells than between unrelated cells. Genes with FDR values falling below 0.05 (852 and 653 genes for CD8+ and L1210, respectively) are highlighted in red. Gene ontology terms that are enriched in these gene subsets are listed with their corresponding p values (highlighted in blue).

Supplementary Data 5 Genes with ?diff values greater than the top 1% threshold defined by a null distribution for CD8+ T cells and L1210 cells (Supplementary Fig. 5) are listed and highlighted in red. The gene ontology terms that are enriched in these gene subsets are listed with their corresponding p values (highlighted in blue).

Supplementary Data 6 Full gene lists for L1210 and CD8+ T cells ranked by average VIP scores determined from 10 iterations of partial least squares regression (PLSR) modeling with 90% of the single-cell time since division measurements used as the response variable for each iteration. The gene subsets used for the final PLSR model - which include the genes with the top 300 VIP scores for each cell type - are highlighted in red. The gene ontology terms that are enriched in each of these 300 gene subsets are listed with their corresponding p values (highlighted in blue).

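Of Supplementary Data 6 only the first 1998 genes of each cell type were read here, so no set test used it. The squares of these VIPs sum to 18398 in CD8+ T-cells and 19291 in L1210 cells, and the VIPs themselves to 5245 and 5523. The mean VIPs computed here have squares that sum to 9598 over 9967 genes and to 10118 over 10536 genes, of which the highest 1998 make up 6583 and 6380.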

Supplementary Data 7 Quality metrics for each single-cell RNA-seq sample.

Supplementary Movie 1 Demonstration of the process used to load a single cell per lane in the hydrodynamic trap array (2X playback speed). For details regarding the fluidic operation involved in this process, see Supplementary Note 1.

Supplementary Movie 2 Time-lapse imaging of a single L1210 cell lineage for 36 hours in a lane of the hydrodynamic trap array

Supplementary Movie 3 Demonstration of the fluidic process used for releasing single cells from the device. Four L1210 cells are individually released into the bypass channel of the hydrodynamic trap array.

Supplementary Movie 4 COMSOL simulation of a subset of the hydrodynamic trap array demonstrating differences in the pressure at which the flow changes direction in each lane. The arrows in the animation indicate flow direction and magnitude while the color overlay indicates local pressure within the channel. Throughout the simulation, the value of the output pressure (P3, bottom right) is gradually increased while all other pressures (P1, P2) are held constant.

## Figures and Tables

**Figure 1:**
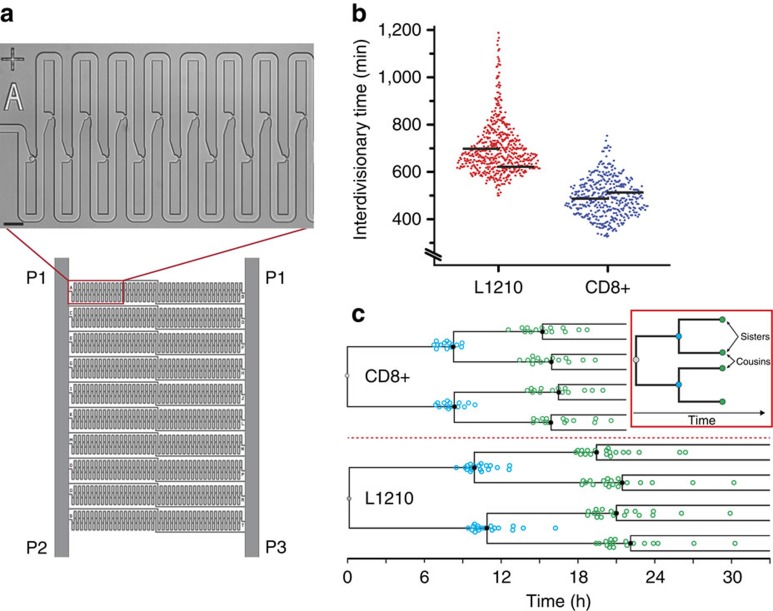
Microfluidic hydrodynamic trap array for single-cell lineage tracking. (**a**) Schematic representation of the hydrodynamic trap array consisting of 20 lanes of traps (inset shows an optical micrograph of a single trapped cell—scale bar, 20 μm). Independent control of upstream (P1) and downstream (P2, P3) pressures enables continuous perfusion for long-term proliferation (Supplementary Movie 2), as well as single cell release from the device (Supplementary Movie 3, Supplementary Note 1). (**b**) Single-cell interdivisionary time measurements for a murine leukemia cell line (L1210, *n*=526) and primary CD8+ T-cells isolated from C57BL/6J mice (CD8+, *n*=418) collected with the hydrodynamic trap array. Overlaid black bars indicate the mean interdivisionary time measured on-chip (left) and the doubling time measurements collected for bulk cultures (right) of each cell type (Supplementary Fig. 3b). (**c**) Overlay of lineage trees from single CD8+ T cells (*n*=15) and L1210 cells (*n*=20) established with time-lapse imaging in the hydrodynamic trap array. As a demonstration of lineage construction, one lineage for each cell type (black circles) has connecting lines indicating familial history. The first division observed in the device corresponds to time zero for each lineage with subsequent points corresponding to the second (blue circles) and third (green circles) divisions on-chip. The inset demonstrates how sister and cousin cell pairs are defined for cell lineages released for sequencing.

**Figure 2:**
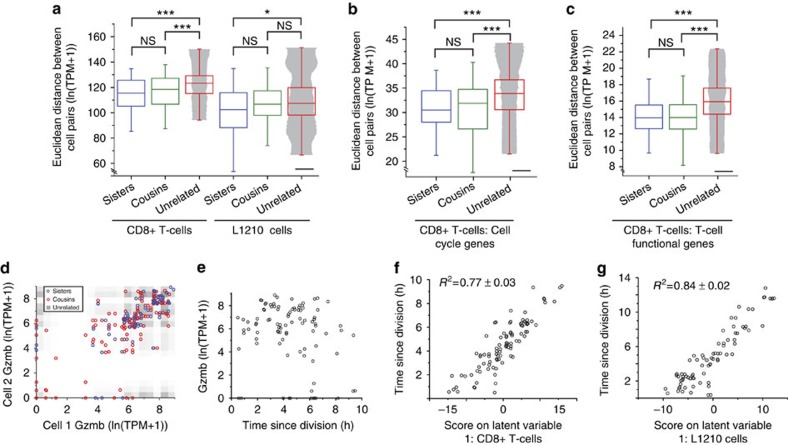
Single-cell RNA-seq with known lineage relationships and times since division. (**a**) Comparison of Euclidean distances (measured in log-transformed transcripts per million) between sister cells, cousin cells and unrelated cells for CD8+ T-cells (*n*=43, 73 and 4,544, respectively) and L1210 cells (*n*=37, 60 and 3,064, respectively) for the entire gene set (9,997 genes and 10,658 genes for CD8+ T-cells and L1210, respectively). Groups were compared with a Mann–Whitney *U*-test (Methods). The shaded area overlay on the unrelated cell pair measurements has a width corresponding to differences in time since division for these cells. The widths were constructed using a 250-point moving average of the pairwise differences in time since division for visual clarity. Scale bar, 3 h. (**b**) Same analysis as in (**a**) applied to a subset of genes with cell cycle-related gene annotations (688 genes total) for CD8+ T-cells. (**c**) Same analysis as in **a**,**b** applied to a subset of genes with gene annotations related to T-cell activation and function (142 genes total) for CD8+ T-cells. (Groups were compared with a Mann–Whitney *U*-test. After Bonferroni correction: *P<0.05, **P<0.01, ***P<0.001. Not-significant (NS) indicates a *P* value >0.05.) (**d**) Plot of Granzyme B expression levels (measured in log-transformed transcripts per million) in sister cell pairs (blue circles), cousin cell pairs (red circles) and unrelated cell pairs (grey scale density plot with darkest regions corresponding to highest relative occupancy). The correlation coefficients of related and unrelated cell pairs were compared with a Fisher’s *z* transformation (*P*=0.005). (**e**) Plot of Granzyme B expression levels as a function of the time since division for each single cell. (**f**,**g**) Plot of scores on the first latent variable of partial least squares regression models constructed with expression measurements as predictor variables and the time since division for each single cell as the response variable for CD8+ T-cells (**f**) and L1210 cells (**g**). The final models were constructed with genes corresponding to the top 300 VIP scores for each cell type (Supplementary Fig. 9, Methods).

How the deposited data were processed for this re-analysis (not part of the article)

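The deposited table holds RSEM estimates in TPM for 23420 gene names in 106 CD8+ T-cell and 88 L1210 libraries, not log-transformed and summing to 1000000 in each library. Spreadsheet software had turned 27 names into dates, and 2 names occurred in more than 1 place. Reads, mapped percentages and detected genes per library came from Supplementary Data 7, and lineage and time since division from the sample labels. The inconsistent cousin labels of CD8_62 and CD8_65 were replaced. The number of reads limits precision for genes of low expression, and the TPM do not keep it.

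Doublets and libraries with fewer than 1000 detected genes were left out. Expression was taken as ln(TPM + 1), and a gene was kept when it exceeded 1 in more than 10% of the cells of a type. Lineages were the replicates for distances, time and correlations, and cells were reassigned over the pedigree for tests of single genes, of Gzmb pairs and of nearest cells. Permutation tests used 100000 resamples, 2-sided, and refits used 100. Adjusted p values follow Benjamini and Hochberg, or Bonferroni for the Mann-Whitney U-tests on pairs of distances. Sensitivity to the pseudocount (0.1 and 10 TPM), gene filter (50% of cells, or all genes above 0), minimum of detected genes (2000 and 4000), test, distance, weights, technical measures, time, Xist and Y-linked transcripts and choice of genes was computed.

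The genes named are every gene in the text of the paper, the first 3 of each cell type in its lists of alike genes and of VIPs, the 5 of lowest p and the 5 of highest VIP of each cell type, Xist and 4 Y-linked genes, and Cd8a, Cd8b1 and Cd3e, and not every one of them is reported. Coordinates come from the GENCODE annotation of GRCm38. The methods were tested on simulated data with 200 changed genes, of which the reassignment test recovered 94% in CD8+ T-cells and 87% in L1210 cells, the Mann-Whitney U-test 90.5 and 85%, the sign-flip test 67 and 49.5%, the difference of correlations 82.5 and 77% (with 38.2 and 38.6% of the genes called being unchanged ones), and the VIP ranking 100%. In all simulated data each gene was shuffled over cells on its own, which removes the correlation between genes.

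Of Supplementary Data 1, 4 and 6 only the first part was read, so no set test used them. Ontology terms, Fisher's z transformation and the analyses of the Supplementary Notes were not repeated. The analysis used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, numba 0.67.0 and matplotlib 3.10.9.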

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

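The tests of a shared library or release batch, of RNA from other cells and of mice of both sexes were chosen only after the result was seen.

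The number of detected genes was alike within lineages, in a measure of the libraries that the paper does not analyse by lineage. Its intraclass correlation over related pairs was 0.477 in CD8+ T-cells (n = 97 cells, p = 1e-05 by reassignment of pedigree positions, the smallest that 100000 permutations can give, adjusted p = 2e-05 over 4 measures) and 0.309 in L1210 cells (n = 81 cells, permutation p = 0.00385, adjusted p = 0.0077, or 0.255 without L1210_15). The number of reads was alike within lineages in CD8+ T-cells, at 0.486, and the percentage of ribosomal RNA in L1210 cells, at 0.511, both with p = 1e-05. The tables argue against the reads per cell as the whole source, since the correlation stayed at 0.385 in CD8+ T-cells (p = 0.00011) and at 0.495 in L1210 cells (p = 0.00037) after regression on ln reads was removed, and against time since division, since it stayed at 0.468 and 0.290 after that regression was removed (p = 1e-05 and 0.00498). A library or release batch shared by the cells of a lineage cannot be told apart from lineage itself, because the cells of a lineage were released together and no batch is named. Such a batch could make reads or ribosomal RNA alike, as in the cell types above (0.486 and 0.511), but reads were not alike in L1210 cells (-0.164, p = 0.114), nor was ribosomal RNA in CD8+ T-cells after adjustment (0.168, adjusted p = 0.0642), nor the percentage of mapped reads in either (-0.0661 and 0.0412, p = 0.461 and 0.561). Cells of a clone may also share a size or an RNA content, which was not tested.

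Among the 27 CD8+ T-cell lineages of 2 or more cells, 10 had Xist above 1 TPM in at least 1 cell and Y-linked transcripts (the sum of Eif2s3y, Ddx3y, Kdm5d and Uty) above 1 TPM in none, 11 had Y-linked transcripts above 1 TPM and Xist above 1 TPM in none, and 6 had both above 1 TPM. The paper does not report on these transcripts by lineage. Reassignment of cells to lineages gave 20.5 lineages with both on average and never fewer than 12 (p = 1e-05, the smallest possible), so that the 6 observed are consistent with founding cells from mice of both sexes, which the paper names as the source of the cells. In 2 of the 6 lineages the sisters differed in which transcript was higher, against a founding cell of 1 sex. CD8_16 had 16.97 TPM of Y-linked transcripts and no Xist, and its recorded sister CD8_18 had 37.1 TPM of Xist and 2.83 of Y-linked transcripts. CD8_17 had 42.1 TPM of Xist and 0.26 of Y-linked transcripts, and its sister CD8_20 had 3.92 and 6.50. No test of a source was run for these pairs. No animal is named for any cell, so no comparison between the sexes was made.

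In 7 of the 97 CD8+ T-cells, Xist and Y-linked transcripts were both above 1 TPM, where 23.7 would be expected if they were independent. CD8_13, CD8_14, CD8_15, CD8_18 and CD8_20 lie among the consecutively numbered cells CD8_13 to CD8_20, which also hold the unlike sisters named above. The others were CD8_29 and CD8_41. Whether this grouping exceeds chance was not tested. The lower transcript was at a median of 4.63% of its median in cells that had it alone, at most 17.7% and under 10% in 6 of the 7 cells. RNA from other cells, carried over on the device or during library preparation, could give such low levels, but it cannot be told apart from low expression in the cell itself, since 7 cells are few and no empty capture was sequenced. No biological explanation was tested.

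A single L1210 cell, L1210_8, had 128 TPM of Eif2s3y, a Y-linked gene that was at 0 in the other 80 L1210 cells. In the same library Rn45s took 79.3% of the TPM. No test of a source was run for this cell, and 1 library cannot decide between its sources.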

How the results depend on the processing

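Settings were changed 1 at a time, and 579 alternative values were computed for 73 results. Of these, 120 belong to settings chosen only after the data were seen, and the others to settings named before the data were examined. The settings without Rn45s or with the paper's cells were chosen after the data were seen, as were residuals on detected genes for distances. This holds also where it is not repeated below, and other late settings are named where they are given.

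Of all alternatives, 488 left a result with its direction and its side of the threshold (for a count, within 1.5 times), 30 took it short of the threshold, 22 took it past, 29 reversed its direction and 10 moved a count. All 15 values of the Gzmb pairs, 11 of the cell cycle list among genes of high VIP and 173 of 179 for named genes were unchanged in this sense. For sisters against unrelated cells 57 of 74 alternatives kept the result, 14 took it short and 3 reversed it, and for cousins 63 of 74 kept it, 7 took it short, 1 took it past and 3 reversed it. The difference of sisters over all genes ranged from -10.3 to 1.30% in CD8+ T-cells (adjusted p from 3e-05 to 0.431) and from -15.5 to 3.54% in L1210 cells (adjusted p from 0.00012 to 0.551). Where no reason is given, the cause was not tested.

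All reversals of sisters or cousins against unrelated cells came from limiting unrelated cells, but not relatives, to cells alike in technical measures: sisters 1.30% and cousins 2.23% over all genes, 1.70 and 2.61% over cell cycle genes, and 3.54 and 6.93% in L1210 cells, while T-cell genes went to -0.455 and -0.155%. This construction leaves out dissimilar libraries from 1 side only. With both sides limited, chosen after the data were seen, sisters differed by -4.99% in CD8+ T-cells and by -4.81% in L1210 cells.

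Several settings took a distance short of the threshold. In L1210 sisters these were the Mann-Whitney test on pairs (-7.84%, or -8.30% in the paper's cells, chosen after the data were seen), Spearman distance (-15.5%), TPM without Rn45s (-10.1%), the residual on detected genes (-7.10%) and the paper's cells (-9.51%), the last 3 chosen after the data were seen, at least 2000 detected genes (-9.55%), genes in more than 50% of cells (-12.3%) and cells with unrecorded relatives left out (-8.86%, fewer lineages). In CD8+ T-cells they were the Mann-Whitney test for sisters (-6.36%, cell cycle genes -7.20%), and for cousins genes in more than 50% of cells (-7.54%), the residual on detected genes (-4.73%, chosen after the data were seen) and unrelated cells alike in Xist and Y-linked transcripts (-3.63%, cell cycle genes -4.86%). With these cells also within 1 h, chosen after the data were seen, sisters were at -3.74% and -4.09% (cell cycle genes) and cousins at -3.07% and -3.67%. At similar time since division, a limit of 2 h took cousins to -5.45% (cell cycle genes -5.60%) and 0.5 h took L1210 sisters to -8.14%. Reassignment of pedigree positions took L1210 cousins past the threshold (-6.27%, adjusted p = 0.0223, over alternatives from 0.0223 to 1).

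Sisters against cousins, never past the threshold in CD8+ T-cells, changed sign with Spearman distance (0.179%, cell cycle genes 1.63%), for cell cycle genes without Rn45s (0.136%), in more than 50% of cells (0.290%) and as residuals on detected genes (0.172%), and for T-cell genes with the Mann-Whitney test (-0.388%), reassignment (-0.347%) and a pseudocount of 10 TPM (-0.224%). In L1210 cells it passed with at least 4000 detected genes (-4.76%) and with residuals on detected genes (-3.05%).

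Genes more alike in related cells numbered 222 in CD8+ T-cells and 44 in L1210 cells by the sign-flip test, and in L1210 cells 545 by the Mann-Whitney test (541 in the paper's cells), 233 with a pseudocount of 0.1 TPM and 639 with time regressed out. The odds ratio of the cell cycle list in CD8+ T-cells passed the threshold by the Mann-Whitney test (1.51), without Rn45s (1.42), with all genes above 0 (2.29), at least 4000 detected genes (1.49), a pseudocount of 10 TPM (1.68) and residuals on detected genes (1.69), and went below 1 with time regressed out (0.927). That of the T-cell list in L1210 cells, from 3 called genes, went above 1 by the Mann-Whitney test (1.35, paper's cells 1.18), without Rn45s (1.03), with all genes above 0 (1.43), at least 2000 (1.78) or 4000 (1.49) detected genes, pseudocounts of 0.1 (1.17) and 10 TPM (1.11), residuals on detected genes (1.29), the sign-flip test (2.08) and the paper's cells (1.80). Genes more correlated between sisters numbered 64 in CD8+ T-cells with genes in more than 50% of cells, where fewer were tested, and 37 in L1210 cells with Pearson's r.

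By the Mann-Whitney test on pairs, time and distance were related over all, cell cycle and T-cell genes in CD8+ T-cells (-1.85, -2.99 and -0.999%). The same test passed in all 81 L1210 cells (-4.56%). It did not pass in the paper's cells (-3.41%, adjusted p = 0.121), chosen after the data were seen. The Mantel rho of L1210 cells fell below 0 with genes in more than 50% of cells (-0.00178) and a pseudocount of 0.1 TPM (-0.00642), and a pseudocount of 10 TPM took the excess of cell cycle genes past the threshold (0.0299). Gzmb and time passed by Pearson's r over all cells (-0.223) and cells with Gzmb above 0 (-0.304). In the time model, genes chosen within folds took CD8+ T-cells past their permutations at a lower R^2 (0.215), and keeping the 300 genes in the permutations, chosen after the data were seen, did so at 0.535 in CD8+ T-cells, 0.400 in L1210 cells and 0.583 in the paper's cells. Keeping genes that were chosen on the recorded times largely fixed that outcome in advance. With whole lineages held out in the paper's cells, also added, R^2 was 0.0237 with a negative mean r. Common genes numbered 6 of 100 and 146 of 1000. With all genes passing the filter, nearest cells were relatives in 4.44 and 6.33%.

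Depth limits genes of low expression, since a value of 0 TPM in 1 cell does not show absence.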

Differences from the paper's values

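The settings with the cells of the paper, or with weights in the Mann-Whitney test, were chosen only after the values were seen.

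The paper's p for sister against unrelated L1210 cells is 0.03, and the Mann-Whitney U-test on unweighted pairs gave 0.131. Both tests take pairs of cells as replicates, where the other p values here take lineages. No alternative set before the data were examined gives this p. It was 0.104 in the paper's cells and 0.0467 with detection weights, and with both together it was 0.0364, within 1.5 times the paper's value, a setting chosen after seeing the values. Without the Bonferroni adjustment, which the methods of the paper name, the unweighted p was 0.0436, and 0.0348 in the paper's cells, both also within 1.5 times.

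For Gzmb in unrelated cells the paper's R^2 is 0.002, and the value here was 0.000827. No alternative set before the data were examined reached it, with 0.00077 and 0.000873 under pseudocounts of 0.1 and 10 TPM, 0.000324 with each pair entered once, 0.000649 with Gzmb above 0 in both cells and 0.000665 for residuals on detected genes.

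The paper's R^2 of the L1210 time model is 0.84 with an SD of 0.02, and the cross-validation R^2 here was 0.400. None of the alternatives set before the data were examined closed the gap, with 0.421 and 0.459 under other pseudocounts, 0.348 with scaling, 0.534 with 100 genes, 0.291 with 1000 genes, 0.0688 with genes chosen within folds and 0.00611 with whole lineages held out. In the paper's cells it was 0.583, within 1.5 times the paper's value but still below it, a setting chosen after seeing the values. For CD8+ T-cells the 0.535 here was within the same factor of the paper's 0.77 and also below it. The paper averages R^2 over its iterations, whereas here the held-out scores of all folds were pooled in each repeat, so the measures are not the same.

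The median distance between unrelated CD8+ T-cells over all genes is about 120 in Fig. 2, read by eye, and was 184 here. Of the alternatives set before the data were examined, it was within 1.5 times the paper's value with a pseudocount of 10 TPM (89.6), genes in more than 50% of cells (153), at least 4000 detected genes (179.8) and detection weights (153), and not with a pseudocount of 0.1 TPM (295) or all genes above 0 (187).

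In L1210 cells the paper lists 653 genes as more alike in related cells, and 350 were called here. Of the alternatives set before the data were examined, the count was within 1.5 times the paper's with the Mann-Whitney test (545), a pseudocount of 10 TPM (489), at least 2000 detected genes (474) and time regressed out (639), and not with the sign-flip test (44), a pseudocount of 0.1 TPM (233), all genes above 0 (251), genes in more than 50% of cells (299), at least 4000 detected genes (434) or residuals on detected genes (353). The paper's cells gave 471 and with the Mann-Whitney test 541, both chosen after seeing the values. How many of the 653 these drop is not known, since only part of the list was read.

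The paper lists 288 genes as more correlated between sister than between cousin L1210 cells, and 128 were found here. No alternative set before the data were examined reached it, with 99 for genes in more than 50% of cells and 37 with Pearson's r, nor did the paper's cells (175), chosen after seeing the values. That last setting shares 31 genes with the 288 and drops the rest.

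The VIP scores listed by the paper are compared with squared VIPs here, since their squares sum to more than the number of genes and the scores themselves do not. On that scale, the paper's score of Ubb in CD8+ T-cells is 18.4, against 2.95 here (VIP 1.72). Scaling to unit variance, set before the data were examined, gave 22.6 (VIP 4.75), within 1.5 times the paper's value, and Ubb then ranked 1, where it ranked 803 without scaling. In L1210 cells the paper's score of Kpna2 is 15.9, against 9.67 here (VIP 3.11). Scaling did not reach it (5.79), and the paper's cells, chosen after seeing the values, gave 15.8. Squared VIPs of Kpna2 and Cdk1 in CD8+ T-cells (11.4 and 12.7, against the paper's 17.0 and 15.4) and of Hyls1 in L1210 cells (15.8, against the paper's 13.8) were within 1.5 times. Over the 1991 genes of CD8+ T-cells and 1969 of L1210 cells found in both, the median ratio of the squared VIP to the paper's score was 0.893 and 0.676, or 1.00 and 0.797 with scaling.

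Some statements of the paper differ from the values here. For both cell types the paper states that unrelated cells of similar time since division are closer, where the Mantel test over lineages gave p = 0.11 and 0.956, and the Mann-Whitney U-test on pairs, without the weights of the paper, 4.73e-06 in CD8+ T-cells and 0.0187 in L1210 cells, or 0.121 in the paper's cells. It states that permuted times gave a poorer model. With the 300 genes kept, which its methods describe and which was run only after seeing the values, this held here (p = 0.0099 in both cell types), and with the genes chosen again it did not (p = 0.198 and 0.436). The 300 genes had been chosen on the recorded times of the same cells. The first outcome was therefore largely fixed in advance and does not test overfitting. It states that Gzmb is not related to time since division, which held over lineages (p = 0.296) and, by Spearman's rho, over all cells (p = 0.093), but not over all cells by Pearson's r (p = 0.031).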

Other observations

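The tests of why related cells are closer and the counts over reassigned pedigrees and re-paired cells were chosen only after the result was seen, as was leaving out 3 genes of the T-cell list, while choosing genes within folds was not.

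Sister CD8+ T-cells were closer than unrelated cells by all genes, and sources other than lineage were tested for this difference. The tables argue against a shared number of detected genes as the whole source, since sisters still differed by -5.47% in residuals on that number (19 of 27 lineages, adjusted p = 0.00738). They argue in the same way against mice of unlike sex (-4.74% among cells alike in Xist and Y-linked transcripts, adjusted p = 0.00537), similar time since division (-6.49% within 1 h, adjusted p = 0.00101) and the share of Rn45s (-7.39% without it, adjusted p = 0.00087). Over all alternatives the adjusted p ranged from 3e-05 to 0.431. The mouse of origin cannot be told apart from lineage, because the labels name no mouse and all cells of a lineage come from 1 mouse. Among cells alike in Xist and Y-linked transcripts and within 1 h of each other, the difference was -3.74% (adjusted p = 0.0613), and cells of the same mouse could be closer still.

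In all 81 L1210 cells, sisters differed from unrelated cells by -4.81% when both were limited to pairs alike in technical measures (16 of 18 lineages, adjusted p = 0.0008) and by -10.3% within 1 h (18 of 24 lineages, adjusted p = 0.0456), but by -7.10% in residuals on detected genes (adjusted p = 0.112). A shared number of detected genes and a similar time since division cannot be told apart from lineage here, because the settings that bear on them fall on both sides of the threshold.

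The T-cell functional genes differed more between related and unrelated cells than all 10000 random sets. Without Gzmb, Cd8a and Cd8b1, of which 2 are in the list, the difference was -10.9% and the percentile 0.02, with 2 of 10000 sets as low. The tables argue against these genes as the whole source, since the list stayed below the mean of the random sets (-7.79%) by more than their spread, which was 0.826 (SD) for the full list. Whether a few other strongly alike genes of the list account for the rest cannot be told apart, since no others were left out.

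For the genes more alike in related cells, chance can be excluded in both cell types, since 1 of 100 pedigrees, the recorded one, gave as many genes. Between the cell types 64 genes were called in both, where 18.2 would be expected (hypergeometric p = 1.33e-19). For the genes more correlated between sisters than between cousins, chance cannot be excluded, since 14 of 100 pairings in CD8+ T-cells and 34 of 100 in all 81 L1210 cells gave as many, the recorded ones included. In the 80 L1210 cells of the paper, 1 of 100 pairings, the recorded one, gave as many as 175 genes, and re-pairings gave at most 165. This argues against chance in that set but does not exclude it. The set was chosen after the data were seen, and 1 is the smallest number that 100 pairings can give. The set of cells and its gene filter thus decide this result.

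The R^2 of the time model is likely raised by choosing genes on the cells later held out. With genes chosen within each training fold it was 0.215 in CD8+ T-cells, 0.0845 in the 80 L1210 cells of the paper (chosen after the result was seen) and 0.0688 in all 81, against 0.535, 0.583 and 0.400. Permuted times reached a mean of 0.413, 0.422 and 0.408 when genes were chosen on all cells again for each permutation. With genes chosen within folds, an R^2 above permuted times remained in CD8+ T-cells (p = 0.0099, the smallest that 100 permutations can give) and not in the 80 L1210 cells (p = 0.0594) or all 81 (p = 0.109). Relatives share their time and could fall in both training and held-out cells, and with whole lineages held out it remained in none of them (R^2 = 0.112, p = 0.129 in CD8+ T-cells, R^2 = 0.0237, p = 0.505 in the 80 L1210 cells and R^2 = 0.00611, p = 0.772 in all 81). These p values compare R^2, which has no sign. In CD8+ T-cells the mean r was 0.330, so a prediction is not excluded there.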
